# REV1 promotes lung tumorigenesis by activating the Rad18/SERTAD2 axis

**DOI:** 10.1038/s41419-022-04567-5

**Published:** 2022-02-03

**Authors:** Yunshang Chen, Xiaohua Jie, Biyuan Xing, Zilong Wu, Xijie Yang, Xinrui Rao, Yingzhuo Xu, Dong Zhou, Xiaorong Dong, Tao Zhang, Kunyu Yang, Zhenyu Li, Gang Wu

**Keywords:** Non-small-cell lung cancer, Oncogenes

## Abstract

REV1 is the central member of the family of TLS polymerases, which participate in various DNA damage repair and tolerance pathways and play a significant role in maintaining genomic stability. However, the role of REV1 in tumors is rarely reported. In this study, we found that the expression of REV1 was significantly upregulated in lung cancer tissues compared with matched adjacent tissues and was associated with poor prognosis. Functional experiments demonstrated that REV1 silencing decreased the growth and proliferation capacity of lung cancer cells. Mechanistically, REV1 upregulated the expression of SERTAD2 in a Rad18-dependent manner, thereby promoting lung carcinogenesis. A novel REV1 inhibitor, JH-RE-06, suppressed lung tumorigenesis in vivo and in vitro and was shown to be safe and well tolerated. Our study confirmed that REV1 is a potential diagnostic marker and therapeutic target for lung cancer and that JH-RE-06 may be a safe and efficient therapeutic agent for NSCLC.

## Introduction

Lung cancer has one of the highest incidences worldwide and is the leading cause of tumor-related death [1, 2]. Non-small cell lung cancer (NSCLC) is the most common histological type of lung cancer, accounting for approximately 85% of cases, while lung adenocarcinoma is the major subtype of NSCLC [3]. Although new diagnosis and treatment methods continue to emerge, many challenges remain in improving the clinical outcomes of lung cancer patients [4]. Therefore, it is urgent to better understand the mechanism of lung tumorigenesis and identify new therapeutic targets.

Translesion DNA synthesis (TLS) is a conservative DNA damage tolerance strategy in both prokaryotes and eukaryotes. TLS relies on a group of unique, low-fidelity TLS polymerases to complete DNA replication in a way that preserves rather than repairs damage [5]. Therefore, TLS increases the mutation rate and the risk of tumorigenesis while maintaining genomic integrity [6, 7]. In addition, as an important part of the DNA damage tolerance pathways, TLS protects tumor cells and allows them to overcome oncogene-induced replication stress (OIRS) during tumor progression [8, 9]. Taken together, these observations indicate that TLS is closely related to carcinogenesis and tumor progression.

REV1 DNA directed polymerase (REV1) is a conserved Y family TLS polymerase that plays a central role in TLS [10, 11]. REV1 preferentially incorporates cytosine across from the damaged site in a template-independent manner via its unique deoxycytidine phosphotransferase activity [12]. Furthermore, REV1 serves as a scaffold to recruit other TLS polymerases and mediates polymerase conversion at stalled replication forks [6, 13]. In addition, REV1 is involved in homologous recombination repair (HR) and nucleotide excision repair (NER) to maintain genome stability [14, 15]. Recently, REV1 has been reported to be related to carcinogenesis and therapeutic resistance. Single-nucleotide polymorphisms (SNPs) in REV1 are involved in the risk of lung squamous cell carcinoma [16]. In mice, REV1 participates in tumorigenesis induced by benzopyrene and N-methyl-N-nitrosourea (MNU) via accumulation of point mutations [17, 18]. Moreover, upregulation of REV1 is associated with cisplatin resistance in ovarian cancer cells and radiotherapy resistance in head and neck squamous cell carcinoma [19, 20]. The above findings suggest that REV1 is a potential oncogene in tumors. Notably, the novel small molecule inhibitor JH-RE-06 recently showed good prospects for clinical application by blocking the function of REV1. Wojtaszek JL et al found that JH-RE-06 can reduce the occurrence of cisplatin-induced mutations and improve the sensitivity of tumor cells to cisplatin. When combined with cisplatin, JH-RE-06 almost completely inhibited tumor growth and significantly increased the survival time of tumor-bearing mice [21]. However, because JH-RE-06 is a new inhibitor, its antitumor function remains to be further explored.

In the present study, we found that REV1 is abnormally upregulated in patients with lung cancer and that overexpression of REV1 is associated with poor prognosis. Targeted genetic or pharmacological inhibition of REV1 was confirmed to hinder lung tumorigenesis by downregulating the Rad18/SERTAD2 signaling axis. Importantly, the REV1 inhibitor JH-RE-06 showed a significant anticancer effect and exhibited good safety and tolerability. These results suggest that REV1 is a potential therapeutic target and that its inhibitor JH-RE-06 is a promising antineoplastic drug.

## Materials and methods

### Cell culture

Human lung carcinoma cell lines (A549, H1299, Calu-1, and SPC-A1) and the normal bronchial epithelial cells HBE were purchased from the American Type Culture Collection (ATCC). All cells were cultured in either DMEM/F12 or RPMI-1640 medium supplemented with 10% fetal calf serum and 100 μg/mL penicillin and streptomycin at 37 °C in 5% CO_2_. All cell lines were regularly tested for contamination with mycoplasma or other pathogens and authenticated using short tandem repeat (STR) profiling.

### Plasmid transfection

The Flag-REV1 and SFB-SERTAD2 plasmids were purchased from Vigene Biosciences. We performed plasmid transfection using Lipofectamine 2000 reagent (Invitrogen). Transfected cells were harvested for subsequent experiments after 24 h.

### Antibodies and reagents

The primary antibodies and reagents used in this study included mouse anti-REV1 (Santa Cruz, sc-393022, 1:100), rabbit anti-Rad18 (Proteintech, 18333-1-AP, 1:500), rabbit anti-RPA32 (Proteintech, 10412-1-AP, 1:500), rabbit anti-GAPDH (Servicebio, GB11002, 1:2000), rabbit anti-SERTAD2 (Abcam, ab272581, 1:500), mouse anti-YY2 (Proteintech, 66839-1-Ig, 1:3000), rabbit anti-FAM84B (Proteintech, 18421-1-AP, 1:1000), rabbit anti-DHRS2 (Proteintech, 15735-1-AP, 1:1000), rabbit anti-TOR2A (Proteintech, 19511-1-AP, 1:500), mouse anti-Flag (Sigma-Aldrich, F1804, 1:1000), rabbit anti-mUb-PCNA (Cell Signaling Technology, #13439, 1:500), rabbit anti-REV7 (Proteintech, 12683-1-AP, 1:500), rabbit anti-REV3 (Abclonal, A10675, 1:500), and JH-RE-06 (Topscience, T15611, China).

### RNA interference

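REV1 lies on the minus strand of chromosome 2, from 99400475 to 99490035 in the human genome build GRCh38 (GENCODE release 29). The authors' build is not stated in the paper's text, so these positions come from the reference and not from the deposited files. The sense strand of SiREV1#1 matches bases 3226 to 3244 of the transcript REV1-201, counted from 1 at its 5′ end. This site is in the coding sequence, in exon 18 of 23, at 99404474 to 99404492. The transcript reads GAACAGTGACGCAGGAATA there, after AGAACCTCAAGAATC and before AATTTAATAGCCCTT. SiREV1#2 matches bases 579 to 597 of the same transcript, where it reads GCATCAAAGCTGGACGACT, after AATGGATTGTGGAAA and before CCTCTCCTACATTCC. This site is also in the coding sequence and spans a junction, with 1 base in exon 4 at 99449336 and 18 bases in exon 5 at 99442452 to 99442469. Among 206694 annotated transcripts, each of the 2 siRNAs matched 5 over its full length, all of REV1, and the scramble siRNA matched 0.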

REV1, Rad18 and SERTAD2 were knocked down in A549 and H1299 cells by transfection with the indicated small interfering RNAs (siRNAs). Cells were transfected with siRNAs with Lipofectamine RNAiMAX reagent (Invitrogen) for 48 h. The sequences of the siRNAs were as follows:

Scramble siRNA: 5′-UUCUCCGAACGUGUCACGUTT-3′,

SiREV1#1: 5′-GAACAGUGACGCAGGAAUA-3′,

SiREV1#2: 5′-GCAUCAAAGCUGGACGACU-3′,

SiSERTAD2#1: 5′-GGUCCAUCCAAGGUGUCUUTT-3′,

SiSERTAD2#2: 5′-CCACAUCAUGGAGGUGCUUTT-3′,

SiRad18#1: 5′-CCAGCCAAAUCUCCUGCUUTT-3′, and

SiRad18#2: 5′-GCGUCUUGAAGCUAGUAAATT-3′.

### Western blot analysis

After three washes with cold PBS, cells were homogenized in NETN lysis buffer containing 20 mM Tris-HCl (pH 8.0), 100 mM NaCl, 1 mM EDTA and 0.5% Nonidet P-40 at 4 °C for 30 min and were then centrifuged at 12,000 rpm for 25 min at 4 °C. The supernatant was collected and denatured in 5 × SDS buffer at 100 °C for 10 min. The samples were electrophoresed, and proteins were transferred to PVDF membranes that were activated by wetting in methanol. Membranes were subsequently incubated with the relevant primary antibody overnight at 4 °C and with the secondary antibody the next day. Immunoreactions were detected via enhanced chemiluminescence.

### Real-time qPCR

Total RNA was isolated with an RNA extraction kit (Omega, R6834-01, USA). Reverse transcription was conducted using HiScript III-RT SuperMix for qPCR (Vazyme, R323-01, China). Real-time qPCR was performed using ChamQ SYBR qPCR Master Mix (Vazyme, Q311-02) with GAPDH as the internal reference gene. We utilized the ΔCt method to calculate the relative mRNA levels of target genes. The sequences of the PCR primers are listed in Supplementary Table 1.

### RNA-seq

Cells were harvested for RNA-seq 48 h after being transfected with scramble or REV1-targeting siRNAs. Total RNA was isolated by using TRIzol reagent (Invitrogen) and sent to BGI-Shenzhen, China, for RNA-seq on the BGISEQ-500 platform. The specific process of transcriptome sequencing was as follows: firstly, the purified and fragmented mRNA was reverse transcribed into cDNA, and the product was amplified and enriched by PCR; then Qubit method was used to quantify the PCR product to construct a single-stranded DNA loop (ssDNA loop), which gave the final library. In the process of sequencing, the roller copy technology (RCR) was employed to amplify the fluorescence signal, and the data were read and analyzed through the BGISEQ-500 platform. We have uploaded the original RNA-seq data generated in our study to the Gene Expression Omnibus under registration number GSE183332.

### Cell growth and proliferation assays

Cell proliferation rates were assessed by using cell growth curves and plate colony formation assays. For the growth assays, cells transfected with the indicated siRNAs for 48 h or treated with the drug for 24 h were seeded in six-well plates (1.0 × 10^4^ cells per well) and counted every other day after harvesting with trypsin and resuspension. For the plate colony formation assays, the indicated cells were seeded in six-well plates (500 cells per well) and grown for fourteen days. After being fixed with methanol and stained with crystal violet, colonies containing more than 50 cells were counted.

### EdU incorporation assay

The EdU incorporation assay was performed by using an EdU kit (Beyotime, C0078S, China) according to the instruction manual. In brief, cells were plated in a 96-well plate and harvested the next day. After being incubated with 10 μM EdU for 2 h, cells were fixed with 4% formaldehyde for 15 min and permeabilized with 0.3% Triton X-100 in PBS for 10 min. The samples were then stained with click reaction solution for 30 min and counterstained with DAPI for 10 min. We used a fluorescence microscope to visualize cells and ImageJ software to count cells.

### CCK-8 assay

CCK-8 assay solution (Beyotime, C0037) was utilized to measure the half-maximal inhibitory concentration (IC50) of JH-RE-06. We added CCK-8 assay solution to each well of 96-well plates initially seeded with five thousand cells. After incubation for 1 h, we measured the absorbance at 450 nm by using a spectrophotometer (EnSpire® 2300, USA).

### IHC staining

A lung adenocarcinoma tissue microarray containing carcinoma and paired adjacent noncancerous tissue samples from 77 individual lung adenocarcinoma patients was purchased from Outdo Biotech (Shanghai, China). For IHC staining, paraffin tissue sections were dehydrated and treated with 3% hydrogen peroxide at room temperature for 10 min. After being blocked with 10% goat serum, the sections were incubated with anti-REV1 (Santa Cruz, sc-393022, 1:50), anti-Rad18 (Proteintech, 18333-1-AP, 1:200), anti-RPA32 (Proteintech, 10412-1-AP, 1:400), anti-Ki67 (Abcam, ab16667, 1:1200) and anti-SERTAD2 (Abcam, ab272581, 1:100) antibodies overnight at 4 °C. After being incubated with secondary antibodies, the sections were dehydrated and mounted after counterstaining with hematoxylin for 30 s. All of our IHC results were scored independently by three pathologists using the same scoring criteria by following the principle of blindness. The IHC score was calculated as the product of staining intensity and positive staining area. We defined scores lower than 6 as indicating low expression and scores equal to or greater than 6 as indicating high expression. The staining intensity was graded as follows: 0, negative; 1, weak; 2, moderate; and 3, strong. The positive staining area was scored as follows: 1, 0–25%; 2, 26–50%; 3, 51–75%; and 4, >75%.

### In vivo xenograft mouse model

Female BALB/c nude mice aged four to five weeks were purchased from Changzhou Cavens Laboratory Animal Co., Ltd and were randomly divided into two groups (at least six mice per group according to previous experience). A total of 5 × 10^6^ A549 or H1299 cells were injected into the right axilla. JH-RE-06 dissolved in 10% EtOH, 40% PEG400, and 50% saline was injected directly into the tumors at 1.6 mg/kg when the tumor volume reached 100 mm^3^. Mice were treated every other day. Tumor volumes and mouse weights were measured every three days with blinding. The formula used to calculate the tumor volume was V = (Length × Width^2^). HE staining was used to visualize general tissue morphology.

### Biochemical analysis of peripheral blood

Peripheral blood was obtained from mice via retroorbital bleeding. After being mixed by inversion in an anticoagulant tube, the blood samples were centrifuged at 5000 rpm for 5 min to obtain serum samples. Biochemical indexes were evaluated in the peripheral blood of mice by a biochemical analyzer (Pointcare M4).

### Statistical analysis

All in vitro experiments were repeated three times independently. The data are shown as the means ± SDs or means ± SEMs. The differences between the two groups were analyzed by a t-test (two-tailed), while differences among multiple groups were analyzed by one-way analysis of variance (ANOVA). Overall survival was evaluated using the Kaplan-Meier method. Clinical characteristics of lung cancer patients were assessed by the chi-square test. Statistical correlations of gene expressions were analyzed by Spearman’s analysis. Sample sizes were chosen based on previous experience. All data meet the assumptions of the tests and statistical tests are justified as appropriate. *P* < 0.05 was considered to be statistically significant (*P < 0.05, **P < 0.01, ***P < 0.001).

## Results

### REV1 is overexpressed and indicates poor prognosis in lung cancer

TLS is an error-prone DNA damage tolerance mechanism that can increase both the frequency of mutations and tumorigenesis [22]. The recruitment of RPA32 and Rad18 to stalled replication forks can facilitate the ubiquitination of proliferating cell nuclear antigen (PCNA), which can recruit TLS polymerases such as REV1 to initiate TLS [23, 24]. To explore the role of TLS in lung cancer, we used several publicly available databases and resources including TCGA (https://www.cancer.gov/about-nci/organization/ccg/research/structural-genomics/tcga), UALCAN (http://ualcan.path.uab.edu/) and HPA (https://www.proteinatlas.org/) to search for the expression of key molecules of TLS in lung cancer. Compared with adjacent tissues, REV1, Rad18, RPA32 and REV7 showed higher expression in lung cancer tissues (Supplementary Fig. 1), indicating that TLS may be abnormally activated in lung cancer. Consistent with the results in databases, we found that the expression of REV1, Rad18 and RPA32 was dramatically upregulated in lung adenocarcinoma tissues, as shown by immunohistochemical (IHC) staining of 5 pairs of lung adenocarcinoma and adjacent tissues (Fig. 1A–C). Western blot analysis showed that the expression of REV1, Rad18, RPA32 and REV7 was markedly elevated in several lung cancer cell lines (A549, H1299, Calu-1, and SPC-A1) compared with the normal bronchial epithelial cells HBE (Fig. 1D, Supplementary Fig. 2). Of these proteins, REV1 exhibited the most obvious change in expression. REV1 has been reported to be the central member of the TLS polymerase family and to play an essential role in the assembly and function of polymerases [6, 13]. We further evaluated the expression of REV1 in lung cancer and its relationship with prognosis. Through IHC staining of a lung adenocarcinoma tissue microarray containing 77 pairs of cancerous and paracancerous tissues, we found that the expression of REV1 in lung cancer tissue was significantly higher than that in adjacent tissue (Fig. 1E). Kaplan–Meier (K–M) survival analysis showed that high expression of REV1 predicted a shorter overall survival time in patients with lung cancer (Fig. 1F). Collectively, the above results suggest that TLS is abnormally activated in lung cancer and that REV1, which plays a central role in TLS, is overexpressed and indicates poor prognosis in lung cancer patients.

**Fig. 1:**
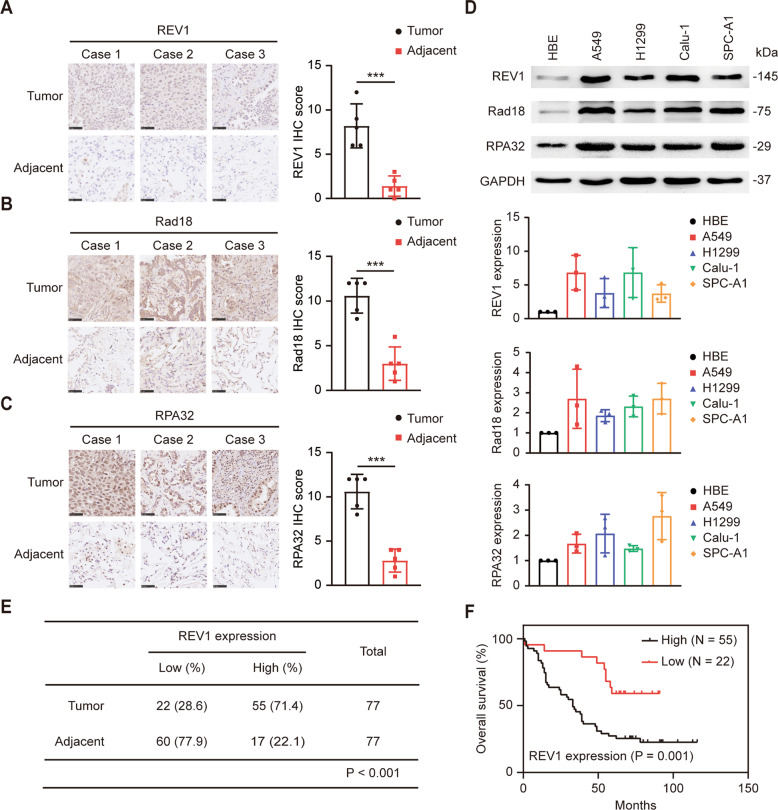
REV1 is overexpressed and indicates poor prognosis in lung cancer. **A**–**C** Representative immunohistochemical staining images and IHC scores of REV1, Rad18, and RPA32 in lung cancer and paracancerous tissues. ***P < 0.001 (*n* = 5). Scale bar: 50 µm. **D** Protein levels of REV1, Rad18 and RPA32 in different cell lines, with the relative expression statistics from three independent experiments. The data are presented as the means ± SDs (*n* = 3). **E** Statistical analysis of REV1 expression in the lung adenocarcinoma tissue microarray. **F** Relationship between the expression of REV1 and the prognosis of patients with lung cancer.

### REV1 promotes the growth and proliferation of lung cancer cells

Given its high expression in lung cancer, we speculated that REV1 may function as an oncogene in the pathogenesis of lung cancer. To test this hypothesis, the expression of REV1 was deregulated in the A549 and H1299 lung cancer cell lines via an RNA interference approach (Supplementary Fig. 3). Silencing endogenous REV1 significantly reduced the growth and colony formation ability of lung cancer cells (Fig. 2A, B). 5-Ethynyl-2’-deoxyuridine (EdU) is a thymidine analog that can be incorporated into synthetic DNA molecules during DNA replication and reflect DNA replication activity [25]. As expected, depletion of REV1 significantly decreased the proportion of EdU-positive cells among lung cancer cells, indicating that the proliferation ability of lung cancer cells was substantially impaired (Fig. 2C). In addition, the small molecule inhibitor JH-RE-06 blocks the function of REV1 by promoting the formation of dimers. In this study, JH-RE-06 was found to be able to suppress the growth and proliferation of lung cancer cells in a concentration-dependent manner (Fig. 2D-F and Supplementary Fig. 4). To determine the specificity of JH-RE-06, we used JH-RE-06 to treat REV1 silencing cells and found that the inhibitory effect of REV1 silencing on the growth and proliferation of lung cancer cells could not be further enhanced, indicating that JH-RE-06 functions in a REV1-dependent manner (Fig. 2G, H). In addition, to exclude the effect of JH-RE-06 on the expression of REV7 and REV3, the protein level of REV7 and REV3 was detected after JH-RE-06 treatment. The results showed that JH-RE-06 did not affect the expression of REV7 and REV3 (Supplementary Fig. 5). Overall, we can conclude that JH-RE-06 is a selective inhibitor of REV1. Both REV1 silencing and JH-RE-06 treatment can inhibit the growth and proliferation of lung cancer cells in vitro.

**Fig. 2:**
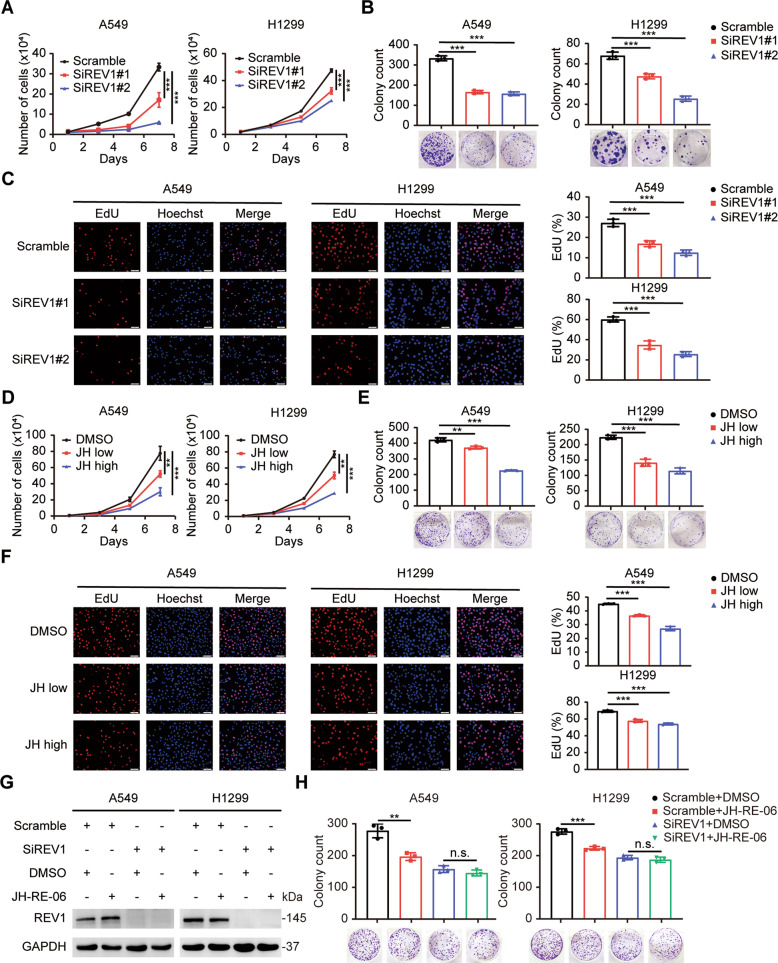
REV1 promotes the growth and proliferation of lung cancer cells. **A** REV1 silencing slowed the growth of A549 and H1299 cells. ***P < 0.001 (*n* = 3). **B** Knockdown of REV1 significantly decreased the colony formation ability of lung cancer cells. ***P < 0.001 (*n* = 3). **C** The proliferation ability of A549 and H1299 cells was evaluated by an EdU incorporation assay. ***P < 0.001 (*n* = 3). Scale bar: 50 μm. **D**–**F** JH-RE-06 inhibited the growth and proliferation ability of A549 and H1299 cells in a concentration-dependent manner, as indicated by cell growth curves, plate colony formation assays and EdU incorporation assays. **P < 0.01, ***P < 0.001 (*n* = 3). Scale bar: 50 μm. **G**, **H** JH-RE-06 inhibits the proliferation ability of lung cancer cells in a REV1-dependent manner. **P < 0.01, ***P < 0.001 (*n* = 3). n.s. indicates no statistically significant difference (*P* > 0.05, *n* = 3).

### The REV1 inhibitor JH-RE-06 suppresses lung tumorigenesis in vivo

To explore whether JH-RE-06 can also inhibit lung tumorigenesis in vivo, we established xenograft mouse models by implanting human lung cancer A549 and H1299 cells into T cell-deficient athymic nude mice. Mice in the treated and control groups were treated with JH-RE-06 and vehicle, respectively, by intratumoral injection. The growth of xenograft tumors was impaired, the tumor sizes and weights were decreased, and the survival time was significantly increased in the JH-RE-06 group compared with the control group (Fig. 3A–D). A primary limitation in the clinical use of drugs is their safety and off-target effects; thus, we conducted a series of in-depth safety evaluations in the drug administration model. We found there was no significant difference in body weight between the two groups (Supplementary Fig. 6A). In addition, Hematoxylin and eosin (HE) staining showed that JH-RE-06 did not cause significant pathological damage to important organs in mice, including the heart, liver, spleen, lung and kidney (Supplementary Fig. 6B). Moreover, we comprehensively assessed biochemical indexes (such as albumin (ALB), alanine aminotransferase (ALT), blood urea nitrogen (BUN), serum creatinine (Scr), amylase (AMY), glucose (Glu), et al.) in peripheral blood and found no obvious abnormalities between the two groups (Supplementary Fig. 6C). Considering the above results, we concluded that JH-RE-06 can also suppress lung tumorigenesis in vivo with good safety and no toxic side effects, predicting its promising prospects for clinical application.

**Fig. 3:**
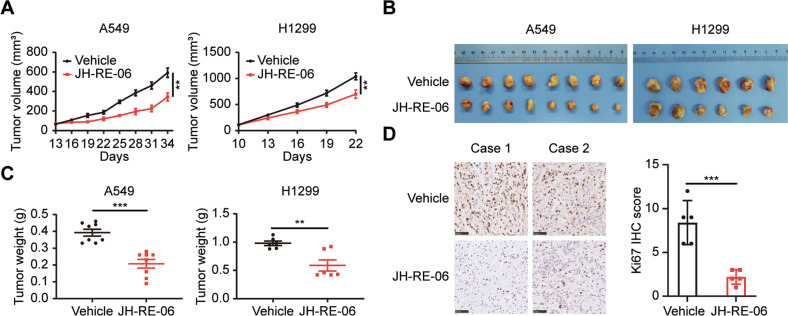
The REV1 inhibitor JH-RE-06 suppresses lung tumorigenesis in vivo. **A** Xenograft tumor growth curves in the two groups. Tumor volumes were measured every three days. The data are shown as the mean tumor volumes ± SEMs. **P < 0.01 (*n* = 8 or 6 mice per group). **B** Pictures of xenografts formed from A549 and H1299 cells with the indicated treatment. **C** Weights of xenograft tumors. **P < 0.01, ***P < 0.001 (*n* = 8 or 6 mice per group). **D** Representative images of IHC staining for Ki67 in xenograft tumors in the two groups and statistical histograms of the IHC score. ***P < 0.001 (*n* = 5). Scale bar: 50 µm.

### REV1 regulates the expression of SERTAD2 in lung cancer cells

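RNA was sequenced from A549 cells, a human lung adenocarcinoma line, 48 h after transfection with scramble siRNA or with 1 of 2 siRNAs against REV1, SiREV1#1 and SiREV1#2, in 3 replicates each. For each of the 9 libraries the authors deposited FPKM values (fragments scaled by transcript length and library size) and estimated read counts for 18143 genes. Of the count values, 42.6% are not whole numbers, so they are expected counts, and they were rounded before testing. The count column of SiREV1#2 replicate 3 equals that of replicate 2 at 100.0% of the genes, while 3.07% of the FPKM values of these libraries are identical. The repeated column was counted once, so SiREV1#2 has 2 libraries in tests on counts and 3 in values given as FPKM. Total counts were between 18382314 and 20035170 in the scramble libraries (median 19996790) and between 13059082 and 19865339 after SiREV1#1 (median 19583408). They were 18121913 and 20166451 in the 2 libraries of SiREV1#2 with counts of their own.

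In every group, replicate 1 lay far from replicates 2 and 3. The first principal component of log2(FPKM + 1) over 11429 genes with a mean FPKM over 1 held 67.2% of the variance and separated replicate 1 of all 3 groups from the other 6 libraries. Over 11288 genes with a mean FPKM over 1 and an annotated 3′ UTR, replicate 1 was more than 2-fold from the mean of replicates 2 and 3 at 21.9% of genes in scramble, 26.6% in SiREV1#1 and 29.7% in SiREV1#2. Between replicates 2 and 3 the corresponding numbers were 13, 12 and 13 genes. Between the counts of replicates 2 and 3 the chi-square per degree of freedom was 5.78 in scramble and 2.41 in SiREV1#1, where 1 stands for counting error alone, so a value above 1 is expected of separate libraries. The deviations of same-numbered libraries from their group means had a mean correlation across genes of 0.816 over 9 pairs of libraries (lowest 0.734, highest 0.929). The mean was -0.281 over 18 pairs with different numbers, but 0.804 over the 6 of them that set a replicate 2 against a replicate 3. With 1 library of a group far from the others, the deviations of the others are alike whatever their numbers, so these correlations show the shift of replicate 1 only. The difference between replicates 2 and 3 correlated between groups at 0.175 (scramble and SiREV1#1), -0.218 (scramble and SiREV1#2) and -0.11 (SiREV1#1 and SiREV1#2), which shows no pairing of replicates 2 and 3 by number. Genes are not independent replicates, so no p is attached to these correlations. The paper states that its in vitro experiments were done 3 times independently, and its text does not say whether same-numbered libraries were prepared together.

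REV1 (NCBI Gene 51455) was measured as a check of the labels. Its count scaled to library size (CPM) was 34.9 ± 2.58 (SD, n = 3) in scramble, 14.5 ± 1.39 (SD, n = 3) after SiREV1#1 and 13.9 ± 0.359 (SD, n = 2) after SiREV1#2. The log2 fold change was -1.26 after SiREV1#1 (standard error 0.17, adjusted p = 0.042 from edgeR's quasi-likelihood test) and -1.33 after SiREV1#2 (standard error 0.20, adjusted p = 0.15 from the same edgeR test). With the replicate block it was -1.263 (adjusted p = 0.0016 from edgeR) and -1.265 (adjusted p = 0.0099 from edgeR), and over the alternatives set in advance the adjusted p ranged from 2.8e-12 to 0.38 and from 2.8e-10 to 0.83. REV1 FPKM was lower after each siRNA in 3 of 3 same-numbered pairs, and the groups did not overlap (exact permutation test, two-sided, p = 0.1 for each siRNA, the smallest p that 3 libraries against 3 allow). Part of the REV1 exons lies opposite exons of EIF5B, and the paper's text does not state whether the libraries kept the strand.

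**Figure D1:**
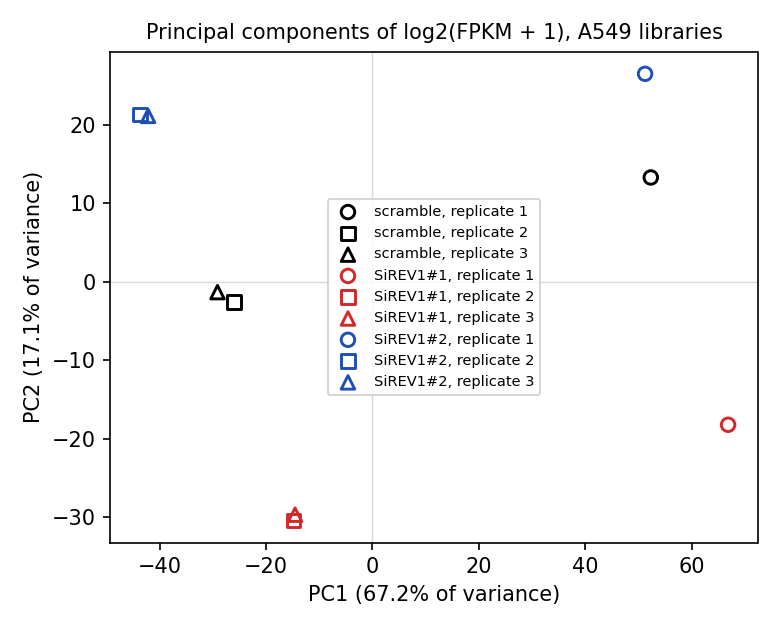
First and second principal components of log2(FPKM + 1) over 11429 genes, 1 point per library, with color for the siRNA and shape for the replicate. The 3 libraries of replicate 1 sit at positive values of the first component, between 51.2 and 66.8, and the other 6 at negative values.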

To clarify the specific mechanisms of REV1-induced lung tumorigenesis, we conducted RNA sequencing (RNA-seq) after knockdown of REV1 with two different targeted small interfering RNA (siRNA) sequences. The two siRNAs caused changes in the expression levels of 582 and 475 genes compared with those in the control group respectively (Fig. 4A), of which 55 genes overlapped (Fig. 4B). 

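The deposited counts of the 8 libraries with a count column of their own were compared in one edgeR quasi-likelihood fit of 14205 genes, with TMM normalization and no minimum fold change. At an adjusted p under 0.05, 42 genes changed after SiREV1#1, 5 up and 37 down, and 1385 genes had an unadjusted p under 0.05. After SiREV1#2, 0 genes passed, and 778 had an unadjusted p under 0.05. The lists therefore shared 0 genes, and 185 genes had an unadjusted p under 0.05 for both siRNAs.

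With the replicate number added to the fit as a block, the biological coefficient of variation fell from 0.412 to 0.161. In this replicate block fit 1744 genes changed after SiREV1#1, 756 up and 988 down, and 271 after SiREV1#2, 70 up and 201 down. The lists shared 70 genes against 33.3 expected if they were independent (Fisher's exact test, one-sided, p = 6.3e-10). Both comparisons use the same scramble libraries, which adds to the overlap. Of the 70 genes, 49 changed in the same direction after both siRNAs and 21 in opposite directions. The numbers of genes moved most in a fit of replicates 2 and 3 only, an alternative chosen after seeing the data. They rose to 6949, 6808 and 3913 shared genes, of which 1993 changed in the same direction. For SiREV1#2 replicate 3 this fit used counts estimated from its FPKM. Its biological coefficient of variation of 0.044 measures only the spread between replicates 2 and 3, which lie close together. Its gene numbers and adjusted p therefore do not cover the spread that replicate 1 shows.

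The smallest p after SiREV1#1 belonged to HNRNPA3, on chromosome 2 from 177212563 to 177223958 of GRCh38, which fell from 484.0 ± 22.0 CPM (SD, n = 3) to 91.0 ± 4.55 (SD, n = 3). Its log2 fold change was -2.41 (standard error 0.16, adjusted p = 0.0092 from edgeR), and 16.5% of its 50-base words also occur in other genes, among them its pseudogenes. RASSF3, with a log2 fold change of -2.37, and MAPKAPK2, with -2.51, had the same adjusted p. After SiREV1#2 the log2 fold changes of these 3 genes were -0.08, -0.04 and -0.20.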

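SERTAD2, FAM81A, YY2, FAM84B and DHRS2 fell, and LMBR1L, PTPN20, TOR2A, DDAH1 and CIDEB rose, after both siRNAs and in 3 of 3 same-numbered pairs of libraries for each siRNA, measured as the log2 ratio of FPKM + 0.1. In the fit without a block, 0 of the 10 genes had an adjusted p under 0.05 after either siRNA, and 7 and 6 had an unadjusted p under 0.05 after SiREV1#1 and SiREV1#2. Adjusted over the 10 genes alone, 7 and 6 passed, 6 of them for both. These genes are the paper's own selection from these libraries, so the second count shows no stability. All but FAM81A changed more than 2-fold after both siRNAs in this fit, which lacks 1 library of SiREV1#2, and all 10 did with the count columns as deposited, an alternative chosen after seeing the data. With the replicate block, 10 genes passed after SiREV1#1 and 4 after SiREV1#2, and SERTAD2, YY2, LMBR1L and DDAH1 passed for both. Ranked by the smaller of their 2 absolute log2 fold changes in the fit without a block, the 10 genes lay between place 9 (DHRS2) and place 216 (FAM81A) of the 14205 tested. Genes whose 2 changes differed in sign were placed last in this ranking.

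DHRS2 (chromosome 14, 23630115 to 23645639) went from 16.3 ± 10.2 CPM (SD, n = 3) in scramble to 3.57 ± 0.592 (SD, n = 3) and 3.84 ± 0.224 (SD, n = 2) after SiREV1#1 and SiREV1#2. Its scramble value differed between replicates, at 4.59, 23.5 and 20.8 CPM. FAM81A (chromosome 15, 59372693 to 59523549) had log2 fold changes of -1.08 (standard error 0.92) and -0.80 (standard error 1.04) in the fit without a block, and of -0.90 (standard error 0.24) and -1.25 (standard error 0.28) with the replicate block. Its scramble value was 32.3 CPM in replicate 1 and 7.34 and 7.03 in replicates 2 and 3. With that replicate 1 left out, and replicate 1 of the siRNAs kept, the fit without a block gave 0.035 and 0.32, while replicates 2 and 3 only, an alternative chosen after seeing the data, gave -0.70 and -1.65. DDAH1 (chromosome 1, 85318481 to 85578363) went from 38.6 ± 17.5 CPM (SD, n = 3) to 79.6 ± 15.0 (SD, n = 3) and 89.4 ± 60.5 (SD, n = 2). CIDEB (chromosome 14, 24305096 to 24311430) went from 7.20 ± 2.24 (SD, n = 3) to 25.4 ± 5.26 (SD, n = 3) and 14.8 ± 9.34 (SD, n = 2) CPM. The log2 fold changes of LMBR1L were 1.04 (standard error 0.20) and 1.07 (standard error 0.22).

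Some reads of these genes cannot be assigned to 1 gene by sequence. YY2 lies within MBTPS2 on chromosome X, and 39.3% of its 50-base words also occur in MBTPS2 transcripts. For PTPN20 12.3% occur in PTPN20CP, and for DDAH1 7.42% in AC092807.3. Exons of FAM84B, TOR2A and CIDEB lie opposite exons of other genes.

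**Figure D2:**
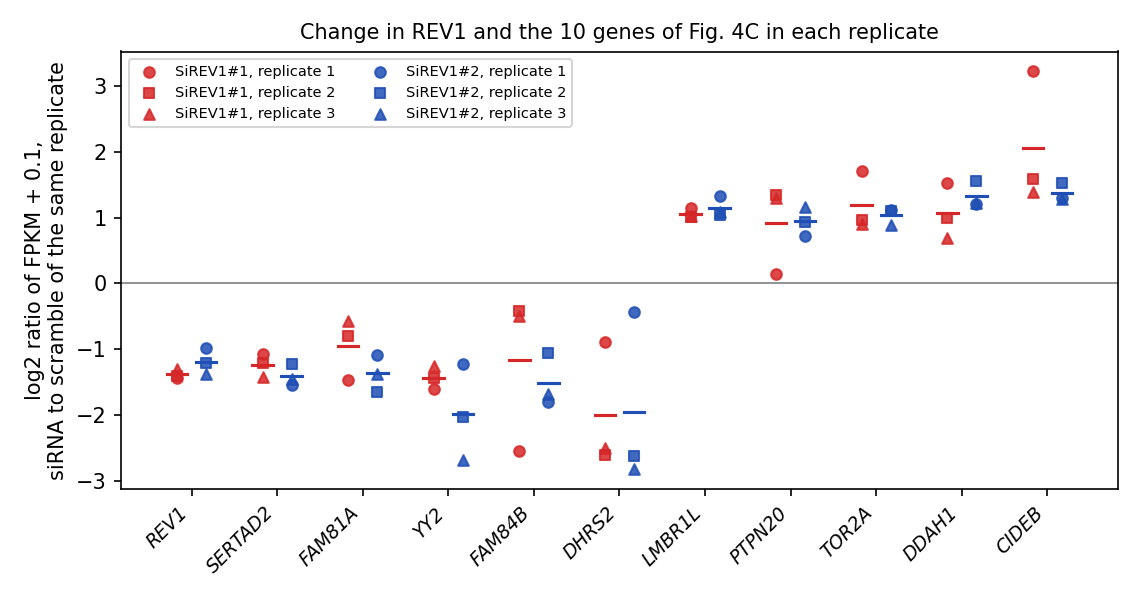
Log2 ratio of FPKM + 0.1 between each siRNA and the scramble library of the same replicate number, for REV1 and the 10 genes of Fig. 4C. Each point is 1 replicate, bars are means of 3, and all 3 points of a gene lie on the same side of 0 for both siRNAs.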

We selected ten most deregulated genes among those whose expression levels changed more than twice in both siRNAs, including SERTAD2, FAM81A, YY2, FAM84B, DHRS2, LMBR1L, PTPN20, TOR2A, DDAH1 and CIDEB (Fig. 4C). The mRNA level of these molecules was detected by real-time quantitative polymerase chain reaction (qPCR) in scrambled and REV1-silenced lung cancer cells. All genes except DDAH1 and CIDEB showed a consistent change with the results of sequencing (Fig. 4D). In addition, we used JH-RE-06 to inhibit the function of REV1 to verify the changes in the above genes at the mRNA level (Fig. 4E). It is reported that SERTAD2, YY2, FAM84B, DHRS2 and TOR2A are closely related to tumorigenesis, so we detected the protein level of these five molecules in REV1-deleted cells. The results showed that the expression of SERTAD2 was dramatically downregulated with the silencing of REV1, while the protein level of other molecules showed no significant change (Fig. 4F). Moreover, JH-RE-06 can also lead to a remarkable downregulation of SERTAD2 (Fig. 4G), indicating that both genetic and pharmacological targeting of REV1 can affect the expression of SERTAD2. Then, we predicted the correlation between the expression of REV1 and SERTAD2 in lung adenocarcinoma with the GEPIA database (http://gepia.cancer-pku.cn/) and found a positive association (Fig. 4H). As shown in Fig. 4I, the immunohistochemical staining intensity of SERTAD2 in subcutaneous tumors in the JH-RE-06 group was significantly lower than that in the control group. These results indicated that SERTAD2 was a possible downstream target of REV1 and was modulated by REV1 at both the transcriptional and translational levels. 

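SERTAD2 (NCBI Gene 9792) lies on the minus strand of chromosome 2, from 64631621 to 64751005 of GRCh38. Its RNA was at 117.2 ± 60.0 CPM (SD, n = 3) in scramble, 49.5 ± 19.5 (SD, n = 3) after SiREV1#1 and 38.8 ± 30.5 (SD, n = 2) after SiREV1#2. The scramble libraries held 48.9, 141.0 and 161.7 CPM in replicates 1, 2 and 3, so scramble replicate 1 lay below replicate 2 of SiREV1#1 (61.3 CPM) and of SiREV1#2 (60.4 CPM). The log2 fold change was -1.24 after SiREV1#1 (standard error 0.62, adjusted p = 0.61 from edgeR) and -1.60 after SiREV1#2 (standard error 0.72, adjusted p = 0.96 from edgeR). Within same-numbered libraries, the log2 ratio of FPKM + 0.1 was -1.07, -1.22 and -1.43 after SiREV1#1 and -1.54, -1.23 and -1.45 after SiREV1#2, so SERTAD2 was lower in 3 of 3 pairs for each. Pooled over replicates, the FPKM values of the groups overlapped (exact permutation test, two-sided, p = 0.3 for each siRNA). With the replicate block, the log2 fold change was -1.16 (standard error 0.16, adjusted p = 0.0053 from edgeR) and -1.42 (standard error 0.20, adjusted p = 0.018 from edgeR). With each library left out in turn and no block, it stayed between -1.61 and -0.94 after SiREV1#1 and between -2.77 and -0.96 after SiREV1#2. The paper proposes SERTAD2 as a possible downstream target of REV1. It draws on the fall of SERTAD2 RNA and protein after REV1 silencing and on the response to the inhibitor JH-RE-06 in cells and xenografts. It also cites a positive correlation of REV1 and SERTAD2 expression in lung adenocarcinoma in the GEPIA database. A later section of the paper reports that SERTAD2 protein rose when REV1 was overexpressed.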

SERTAD2 is a transcriptional coregulator that is overexpressed in various human tumors and promotes tumorigenesis in nude mice by upregulating E2F response genes [26]. We explored the expression of SERTAD2 by using TCGA, UALCAN and HPA database and found that SERTAD2 was highly expressed in lung cancer compared with paracancerous tissues, indicating that SERTAD2 may be an oncoprotein in lung cancer (Supplementary Fig. 7A–C). In our follow-up experiments, SERTAD2 silencing was confirmed to inhibit the proliferation of lung cancer cells through colony formation and EdU incorporation assays (Supplementary Fig. 7D–F). Considering these results collectively, we proposed that SERTAD2 is an oncogene in lung cancer and REV1 may promote lung tumorigenesis by regulating the expression of SERTAD2.

**Fig. 4:**
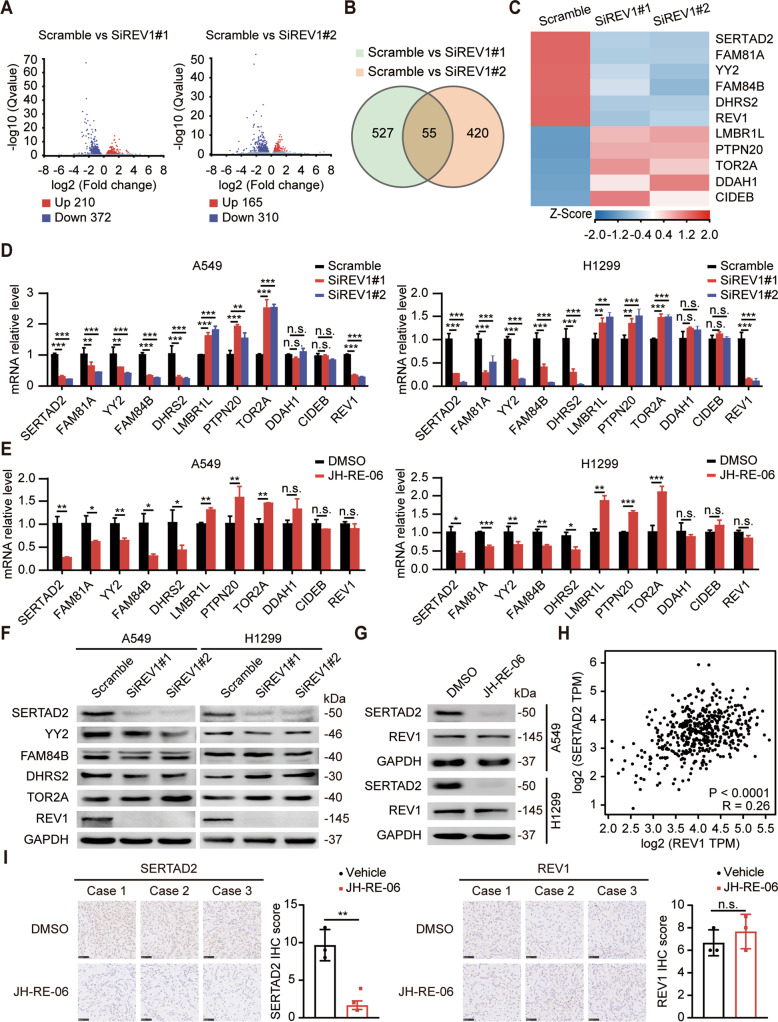
REV1 regulates the expression of SERTAD2 in lung cancer cells. **A** Volcano plots showing differentially expressed genes in REV1-depleted vs. scramble siRNA-transfected A549 cells. **B** Venn diagram showing the number of genes in each indicated set. **C** Clustering heatmap of the ten most deregulated genes affected by REV1 silencing. **D** The mRNA levels of the indicated molecules in scramble siRNA-transfected and REV1-silenced cells were measured by PCR. **P < 0.01, ***P < 0.001, n.s. *P* > 0.05 (*n* = 4). **E** The mRNA level of the indicated molecules in DMSO-treated and JH-RE-06-treated cells was examined by PCR. *P < 0.05, **P < 0.01, ***P < 0.001, n.s. *P* > 0.05 *(n* = 4). **F** The protein level of the indicated molecules in scramble siRNA-transfected and REV1-silenced cells was measured by Western Blot (*n* = 3). **G** The protein level of the indicated molecules in DMSO-treated and JH-RE-06-treated cells was examined by Western Blot (*n* = 3). **H** Scatter plot showing the correlation between REV1 and SERTAD2 expression in lung adenocarcinoma samples available in the GEPIA database. **I** Representative images of IHC staining for SERTAD2 in DMSO-treated and JH-RE-06-treated xenograft tumors and statistical histograms of the IHC score. **P < 0.01, n.s. *P* > 0.05 (*n* = 3). Scale bar: 50 µm.

### The inhibitory effect of REV1 silencing on the proliferation of lung cancer cells is partially dependent on SERTAD2

To determine the role of SERTAD2 in REV1-mediated tumor promotion, we carried out a series of rescue experiments. First, exogenous SERTAD2 was overexpressed in REV1-depleted A549 and H1299 cells (Fig. 5A). As shown in Fig. 5B, C, SERTAD2 partially reversed the decrease in proliferation induced by REV1 silencing in lung cancer cells. In addition, we transfected siRNAs targeting REV1, SERTAD2 or both into the two cell lines (Fig. 5D). We found that knockdown of REV1 or SERTAD2 markedly suppressed the proliferation of lung cancer cells. However, REV1 knockdown had little impact on the proliferation of SERTAD2-silenced cells (Fig. 5E, F). Overall, the above results suggest that the effect of REV1 on the proliferation of lung cancer cells may be achieved mainly via modulation of SERTAD2.

**Fig. 5:**
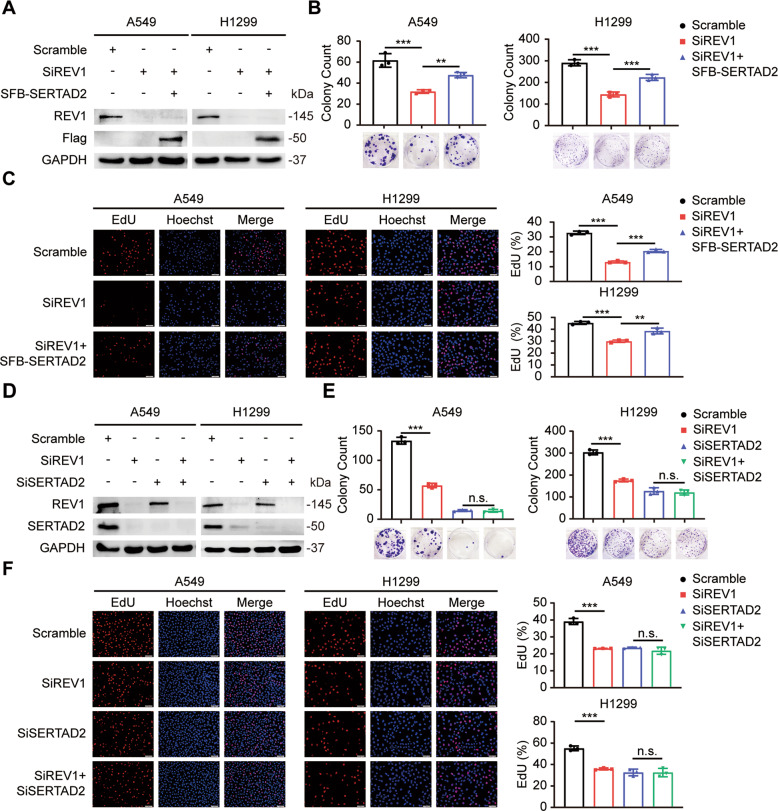
The inhibitory effect of REV1 silencing on the proliferation of lung cancer cells is partially dependent on SERTAD2. **A** A549 and H1299 cells transfected with the indicated siRNAs and SFB-SERTAD2 were harvested and analyzed by Western blot (*n* = 3). **B** Cells transfected with the indicated siRNAs and SFB-SERTAD2 were seeded in a six-well plate in triplicate and grown for two weeks. Representative pictures of colony formation in each group and quantitative analysis of the colony counts are shown. **P < 0.01, ***P < 0.001 (*n* = 3). **C** EdU incorporation assays were used to test the proliferation of cells transfected with the indicated siRNAs and SFB-SERTAD2. **P < 0.01, ***P < 0.001 (*n* = 3). Scale bar: 50 μm. **D** A549 and H1299 cells transfected with the indicated siRNAs were harvested and analyzed by Western blot (*n* = 3). **E** Colony formation assays were conducted to examine the proliferation ability of cells transfected with the indicated siRNAs. ***P < 0.001, n.s. *P* > 0.05 (*n* = 3). **F** Representative fluorescence images of each group transfected with the indicated siRNAs from EdU incorporation assays and statistical analysis results are presented. ***P < 0.001, n.s. *P* > 0.05 (*n* = 3). Scale bar: 50 μm.

### The regulatory effect of REV1 on SERTAD2 is partially dependent on Rad18

Since TLS is abnormally activated in lung cancer and REV1 is the central member of the TLS polymerase family, we speculated that the regulatory effect of REV1 on SERTAD2 is related to the biological process of TLS. As mentioned before, the expression of SERTAD2 was significantly downregulated in REV1-silenced A549 and H1299 lung cancer cells. Interestingly, we found that important molecules in the initiation of TLS, including Rad18, monoubiquitinated (mUb)-PCNA and RPA32, were also downregulated to varying degrees (Fig. 6A). The GEPIA database prediction results showed positive correlations between the expression of Rad18, PCNA, RPA32 and that of SERTAD2 in lung adenocarcinoma; indeed, the correlation between Rad18 and SERTAD2 was the most significant (*R* = 0.46, *P* < 0.0001) (Fig. 6B). Therefore, we surmised that the regulation of SERTAD2 by REV1 may be related to Rad18. To verify this hypothesis, we knocked down the expression of Rad18 and found that the expression of SERTAD2 was obviously downregulated (Fig. 6C). The results of subsequent rescue experiments showed that Rad18 silencing partially reversed the upregulation of SERTAD2 expression induced by REV1 overexpression (Fig. 6D). Functional experiments suggested that the enhancement of lung cancer cell proliferation induced by REV1 overexpression was reversed by Rad18 deletion (Fig. 6E, F). In addition, overexpression of SERTAD2 partially restored the inhibitory effect of Rad18 silencing on the proliferation of lung cancer cells (Fig. 6G–I). Accordingly, our results demonstrated that the regulatory effect of REV1 on SERTAD2 is partially dependent on Rad18. REV1 promotes lung tumorigenesis by activating Rad18/SERTAD2 signaling axis in lung cancer cells.

**Fig. 6:**
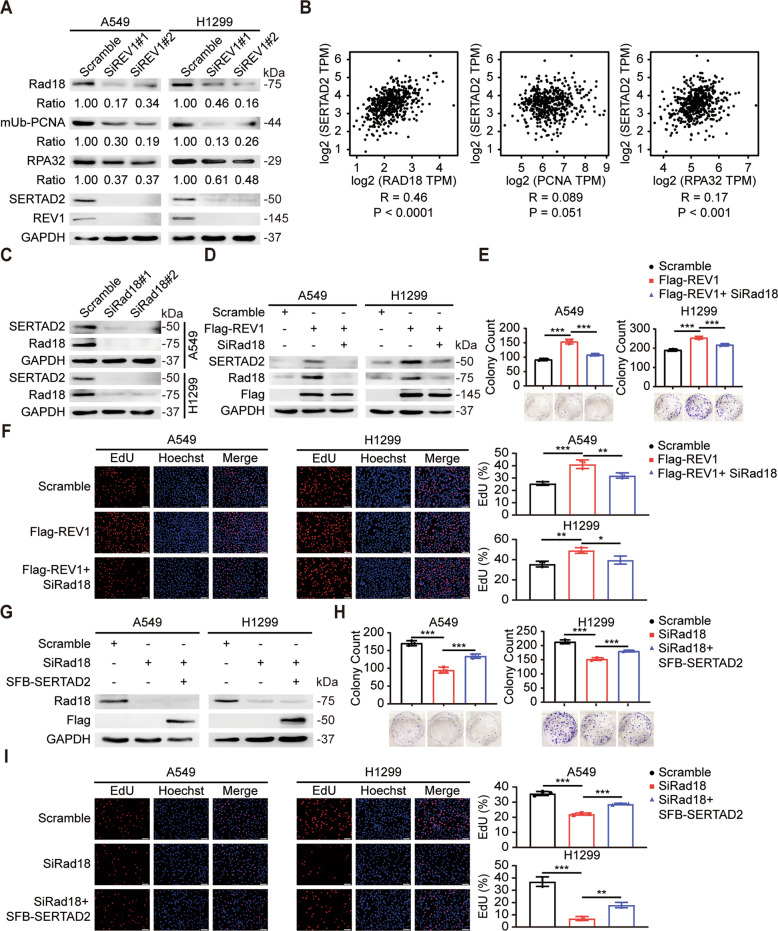
The regulatory effect of REV1 on SERTAD2 is partially dependent on Rad18. **A** Proteins from REV1-silenced A549 and H1299 cells were harvested and examined by Western blot (*n* = 3). **B** Scatter plots of SERTAD2 expression vs. Rad18, PCNA, and RPA32 expression in lung adenocarcinoma samples acquired from the GEPIA database. **C** The protein level of SERTAD2 was decreased in Rad18-depleted cells (*n* = 3). **D** A549 and H1299 cells transfected with SiRad18 and Flag-REV1 were harvested and examined by Western blot (*n* = 3). **E** Cells transfected with SiRad18 and Flag-REV1 were harvested for colony formation assays. Representative pictures of the indicated groups and quantitative analysis of the colony counts are shown. ***P < 0.001 (*n* = 3). **F** EdU incorporation assays were used to test the proliferation of cells transfected with SiRad18 and Flag-REV1. Representative pictures of the indicated groups and statistical analysis results are presented. *P < 0.05, **P < 0.01, ***P < 0.001 (*n* = 3). Scale bar: 50 μm. **G**–**I** A549 and H1299 cells transfected with SiRad18 and SFB-SERTAD2 were harvested for cell proliferation assays. Representative pictures of the indicated groups and the statistical analysis results are shown. **P < 0.01, ***P < 0.001 (*n* = 3). Scale bar: 50 μm.

## Discussion

In the present study, we first proposed the important role of REV1 in lung carcinogenesis and revealed the potential molecular mechanism. We found that REV1 is highly expressed in lung cancer and that a high expression level of REV1 predicts poor prognosis. In addition, we demonstrated that REV1 upregulates the expression of the transcriptional coregulator SERTAD2 in a Rad18-dependent manner, which in turn facilitates lung tumorigenesis. A novel small molecule inhibitor of REV1, JH-RE-06, was shown to inhibit the growth and proliferation of lung cancer cells in vivo and in vitro with a manageable safety profile.

REV1, the central member of the TLS polymerase family, mediates the error-prone DNA damage tolerance mechanism and participates in various endogenous and exogenous DNA damage responses [27, 28]. REV1 maintains genomic stability at the cost of increasing point mutations due to its characteristics of low fidelity and low catalytic efficiency [29, 30]. In our study, REV1 was revealed to be a novel oncoprotein in lung cancer. Through IHC staining of lung adenocarcinoma and adjacent tissue samples and Western blot analysis of multiple lung cancer cell lines, we found that many important molecules in TLS (REV1, Rad18 and RPA32) were abnormally overexpressed in lung cancer. Considering the indispensable role of REV1 in TLS, we further explored the clinical relevance of REV1. Our results indicated that REV1 is overexpressed in lung cancer and that high expression of REV1 is associated with poor clinical outcomes in lung cancer patients. Functionally, we demonstrated that inhibition of REV1 can significantly reduce the growth and proliferation of lung cancer cells both in vivo and in vitro. From these results, we can conclude that TLS is abnormally activated in lung cancer. Specifically, the central polymerase in TLS, REV1, is abnormally overexpressed and exerts oncogenic effects in lung cancer. Considering its crucial role as an oncogenic driver, REV1 may constitute a promising prognostic marker and therapeutic target for NSCLC.

To further explore the molecular mechanisms underlying the biological role of REV1 in lung cancer, RNA-seq and verification experiments were performed to identify downstream targets. We found that the transcriptional coregulator SERTAD2 may be a primary effector molecule of REV1. Subsequent rescue experiments confirmed our hypothesis that the regulatory effect of REV1 on the proliferation of lung cancer cells is partially dependent on SERTAD2. SERTAD2 (also called TRIP-Br2) is a member of the TRIP-Br/SERTAD family of transcriptional coregulators in mammals. As a proto-oncogene, it regulates the E2F/DP transcriptional pathway and promotes tumorigenesis by upregulating key genes in the E2F response, including Cyclin E, Cyclin A2, CDC6 and DHFR [26]. However, the mechanism by which REV1 modulates the expression of SERTAD2 remains unclear. Recruitment of REV1 to the stalled replication fork, which is dependent on mUb-PCNA, is an important part of TLS activation [31]. The E3 ubiquitin ligase Rad18 induces the monoubiquitination of PCNA and is recruited to chromatin through its interaction with RPA32 [32–34]. Therefore, recruitment of REV1 to DNA damage sites is regulated by Rad18, mUb-PCNA and RPA32. Interestingly, we found that REV1 can modulate the expression of Rad18, mUb-PCNA and RPA32. In REV1-silenced lung cancer cells, the expression level of SERTAD2 was significantly reduced, and the expression levels of Rad18, mUb-PCNA and RPA32 were also reduced to varying degrees. In addition, bioinformatics analysis with the GEPIA database indicated that the expression of SERTAD2 was strongly positively correlated with that of Rad18 (R = 0.46, *P* < 0.0001). Therefore, we speculated that the regulatory effect of REV1 on SERTAD2 may depend on Rad18. We thus conducted a series of rescue experiments and found that knocking down Rad18 with siRNAs partially reversed the upregulation of SERTAD2 expression induced by REV1 overexpression. Functionally, the acceleration of lung cancer cell proliferation induced by overexpression of REV1 was partially reversed by deletion of Rad18. Furthermore, overexpression of SERTAD2 partially reversed the suppression of lung cancer cell proliferation induced by silencing of Rad18. The above experiments showed that REV1 upregulates the expression of SERTAD2 in a Rad18-dependent manner, providing new insights into the mechanisms by which REV1 promotes lung tumorigenesis.

A newly synthesized small molecule inhibitor, JH-RE-06, can act as a “glue” to “stick” two REV1 proteins together to form a nonfunctional dimer, thereby inhibiting the function of REV1 [21]. JH-RE-06 has been reported to increase sensitivity to cisplatin therapy by enhancing the senescence phenotype of tumor cells [35]. In our study, the results of in vitro cell experiments indicated that JH-RE-06 impaired the growth and proliferation of many kinds of lung cancer cells. Similarly, the effect of JH-RE-06 was verified in vivo. The growth of xenograft tumors was slowed, the tumor size and weight were reduced, and the survival time was significantly increased in the JH-RE-06 group compared with the control group. More importantly, we also comprehensively assessed the potential toxicity of JH-RE-06 and found no significant difference in the body weight between the two groups. In addition, we did not find obvious pathological damage in the important organs (heart, liver, spleen, lung, and kidney) in the JH-RE-06 group compared with the control group by HE staining. Moreover, biochemical testing was carried out on the peripheral blood of the two groups of mice, and the results were visualized by cluster analysis. We found no obvious abnormalities in biochemical indexes of important organs, such as albumin (ALB), alanine aminotransferase (ALT), blood urea nitrogen (BUN), serum creatinine (Scr), amylase (AMY), glucose (Glu), et al. Consequently, our study confirmed that JH-RE-06 holds promise for clinical translation since it not only exerts antitumor effects in lung cancer but also has good safety and no toxicity in vivo.

In summary, our results identified the oncogenic role of REV1 in lung cancer, suggesting that REV1 may constitute a new prognostic marker and therapeutic target for NSCLC. Mechanistically, we confirmed that REV1 promotes pulmonary carcinogenesis by activating the Rad18/SERTAD2 axis. More importantly, the REV1 inhibitor JH-RE-06 may be an attractive potential antitumor agent due to its inhibitory effects on the proliferation of lung cancer cells and low toxicity in vivo.

## Supplementary information

Supplementary Fig. 1

Supplementary Fig. 2

Supplementary Fig. 3

Supplementary Fig. 4

Supplementary Fig. 5

Supplementary Fig. 6

Supplementary Fig. 7

Supplemental Files

Reproducibility Checklist

Author Contribution Statement

## Data Availability

All data generated or analyzed during this study are included in this article and its supplementary information files.

# Supplementary material for: REV1 promotes lung tumorigenesis by activating the Rad18/SERTAD2 axis
**Source:** Cell Death Dis. 2022 Feb 3;13(2):110. doi: 10.1038/s41419-022-04567-5
**Supplement:** Supplementary file 8 — Supplemental Files

| **Genes** | **Sequences (5'--3')** |
| --- | --- |
| REV1 | F: CAGTCGCCCATCAGTTCAGT |
|  | R: CTTTGTGCTCCTCTTCGGTG |
| SERTAD2 | F: GACAGACTTGACCCTGGATGA |
|  | R: TGTCCCTGATGAGGAAGTGC |
| FAM81A | F: GAAGAGTGGCAAGATGTG |
|  | R: TTTCGTTTCCAAGATAAGT |
| YY2 | F: GACCAGGAAATGCTTATGTT |
|  | R: GTGCTCGTCTTCAATGCTAT |
| FAM84B | F: GAGGTGGAATGCTCCGTGTT |
|  | R: GGTTCTCGGGCGTGTAGGT |
| DHRS2 | F: AGCCAGTTGCTGCCCTACAT |
|  | R: CTGGAACCACGCAGTTTACC |
| LMBR1L | F: GGATTTCCCTCTTTATTGC |
|  | R: GGGTAAGTTCTGCCGATA |
| PTPN20 | F: GAATCTGCCTGGTGAGTT |
|  | R: TTGATGTAGTCCTTGCTTT |
| TOR2A | F: CACCACTTTTCTCCCGTCC |
|  | R: GGGGCATCTTGTCCATCTCAT |
| DDAH1 | F: ATGGCGGAGATGTTTTAT |
|  | R: ACTGGCACTGTGGAGACT |
| CIDEB | F: CCAAGCACAGCAAGGACATC |
|  | R: GACATTCAGGCTGCCAAAGAG |
| GAPDH | F: AGAAGGCTGGGGCTCATTTG |
|  | R: AGGGGCCATCCACAGTCTTC |

F, forward primer; R, reverse primer.

**Supplementary Table 1** Sequences of primers used for Real-time quantitative PCR.

**Supplementary figure legends**

**Supplementary Fig. 1 The expression level of TLS molecules in public tumor databases (TCGA, UALCAN, and HPA).** REV1 (**A-C)**. Rad18 (**D-F**). RPA32 (**G-I**). REV7 (**J-L**). REV3 (**M-O**). **** P* < 0.001, n.s. *P* > 0.05.

**Supplementary Fig. 2 The protein level of REV7 and REV3 in lung cancer cells.** **A** The expression of REV7 and REV3 in different cell lines was detected by Western Blot. **B** The REV7 and REV3 relative expression statistics from three independent experiments. The data are presented as the means ± SDs (n = 3).

**Supplementary Fig. 3 REV1 can be effectively silenced via two siRNAs.** A549 and H1299 cells were transfected with siRNAs targeting REV1 for 48 h, and cellular proteins were collected for Western blot analysis (n = 3).

**Supplementary Fig. 4 The experimental concentration of JH-RE-06 was determined by IC50.** CCK-8 assays were used to measure the IC50 values (24 h) of JH-RE-06 in A549 and H1299 cells, and the dose-response curves are presented (n = 3). Based on these results, 3 μM and 5 μM were selected as the final experimental concentrations for A549 cells, while 5 μM and 7 μM were selected for H1299 cells.

**Supplementary Fig. 5 JH-RE-06 did not affect the expression of REV7 and REV3.** A549 and H1299 cells treated with DMSO or JH-RE-06 for 24h were harvested and analyzed by Western Blot (n = 3).

**Supplementary Fig. 6 JH-RE-06 has good safety *in vivo*. A** Body weight curves for the two groups. The data are shown as the mean body weights ± SEMs (n = 8 or 6 mice per group). **B** Representative images of HE staining of important organs (heart, liver, spleen, lung and kidney) from mice in the two groups. Scale bar: 50 μm. **C** Biochemical indexes in peripheral blood from the two groups of mice. No significant differences were found (n = 4).

**Supplementary Fig. 7 SERTAD2 is highly expressed in lung cancer and promotes the proliferation of lung cancer cells.** **A-C** The expression of SERTAD2 in TCGA, UALCAN and HPA database. *** *P* < 0.001. **D** SERTAD2 was successfully depleted via two different siRNAs (n = 3). **E** Knockdown of SERTAD2 significantly decreased the colony formation ability of lung cancer cells. *** *P* < 0.001 (n = 3). **F** The proliferation ability of A549 and H1299 cells was evaluated by an EdU incorporation assay. ** *P* < 0.01, *** *P* < 0.001 (n = 3). Scale bar: 50 μm.

# Supplementary material for: REV1 promotes lung tumorigenesis by activating the Rad18/SERTAD2 axis
**Source:** Cell Death Dis. 2022 Feb 3;13(2):110. doi: 10.1038/s41419-022-04567-5
**Supplement:** Supplementary file 10 — Author Contribution Statement

# DECLARATION OF CONTRIBUTIONS TO ARTICLE

**ADMC**

Manuscript Number:

**CDDIS-21-3834RR**

Journal Name:

*Cell Death & Disease*

(the 'Journal')

Proposed Title of the Contribution:

**REV1 promotes lung tumorigenesis by activating the Rad18/SERTAD2 axis**

(the 'Contribution')

Author(s):

**Yunshang Chen, Xiaohua Jie, Biyuan Xing, Zilong Wu, Xijie Yang, Xinrui Rao, Yingzhuo Xu, Dong Zhou, Xiaorong Dong, Tao Zhang, Kunyu Yang, Zhenyu Li and Gang Wu**

(the 'Authors')

For all *CDDis* articles, each person named as an author in the published version must be able to show he or she has contributed substantially to the article.

Authorship credit should be based on 1) substantial contributions to conception and design, acquisition of data, or analysis and interpretation of data; 2) drafting the article or revising it critically for important intellectual content; and 3) final approval of the version to be published. Authors should meet conditions 1, 2 and 3.

Any person who cannot be shown to have made a substantial contribution to the article cannot be listed as an author in the final version. The name of any person who is deemed to have made a minor contribution can, however, appear in the Acknowledgments section of the article.

Please complete the table below to indicate the contributions of all named authors to the manuscript.

Author Full Name:

Specification of Contribution to the Manuscript:

|                      |                                                                                                                |
|----------------------|----------------------------------------------------------------------------------------------------------------|
| <b>Yunshang Chen</b> | conception and design, acquisition of data, article drafting, final approval of the version to be published    |
| <b>Xiaohua Jie</b>   | conception and design, analysis of data, article drafting, final approval of the version to be published       |
| <b>Biyuan Xing</b>   | acquisition of data, article drafting, final approval of the version to be published                           |
| <b>Zilong Wu</b>     | acquisition and analysis of data, final approval of the version to be published                                |
| <b>Xijie Yang</b>    | acquisition and analysis of data, final approval of the version to be published                                |
| <b>Xinrui Rao</b>    | analysis and interpretation of data, final approval of the version to be published                             |
| <b>Yingzhuo Xu</b>   | analysis and interpretation of data, final approval of the version to be published                             |
| <b>Dong Zhou</b>     | analysis of data, final approval of the version to be published                                                |
| <b>Xiaorong Dong</b> | technical support, final approval of the version to be published                                               |
| <b>Tao Zhang</b>     | technical support, final approval of the version to be published                                               |
| <b>Kunyu Yang</b>    | technical support, final approval of the version to be published                                               |
| <b>Zhenyu Li</b>     | conception and design, article revising, final approval of the version to be published                         |
| <b>Gang Wu</b>       | conception and design, acquisition of funding, article revising, final approval of the version to be published |

Please complete the table below to indicate the contributions of all named authors to the figures.

Figure 1:

Gang Wu provided guidance and supervision. Yunshang Chen and Xiaohua Jie designed and performed the experiments. Biyuan Xing analyzed the data and prepared the figures.

Figure 2:

Zhenyu Li provided guidance and advice. Yunshang Chen and Zilong Wu performed the experiments. Xinrui Rao and Yingzhuo Xu analyzed the data and prepared the figures.

Figure 3:

Xiaorong Dong provided advice. Xiaohua Jie and Xijie Yang performed the experiments. Yunshang Chen analyzed the data. Dong Zhou prepared the figures.

Figure 4:

Kunyu Yang provided technical support. Yunshang Chen and Xiaohua Jie analyzed the sequencing data and performed experiments. Biyuan Xing drafted the figures.

Figure 5:

Tao Zhang provided advice. Xiaohua Jie designed the experiments. Yunshang Chen and Xijie Yang performed the experiments and prepared the figures.

Figure 6:

Gang Wu provided guidance and advice. Yunshang Chen and Biyuan Xing performed the experiments. Xiaohua Jie provided advice. Zilong Wu and Dong Zhou analyzed the data and prepared the figures.

Signed for and on behalf of the Author(s):

Gang Wu

Print Name:

Gang Wu

Date:

7th, Jan, 2022

How the deposited data were processed for this re-analysis (not part of the article)

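RNA sequencing compared A549 cells transfected for 48 h with scramble siRNA, SiREV1#1 or SiREV1#2, with 3 replicates per group and 9 libraries in all. The authors deposited, for each library, estimated read counts per gene (expected counts, without normalization) and FPKM values rounded to 2 decimals, for 18143 genes listed by NCBI Gene identifier and symbol. The paper states the sequencing platform and the library steps. Its text does not name the aligner, the quantification tool, the genome build or the test behind its gene lists. Its statistics section gives a t-test, ANOVA and a threshold of P under 0.05 for the whole paper. The volcano plots of its gene lists color genes by a Q value, so the lists may rest on an adjusted value rather than on that threshold. The libraries were grouped by their sample labels, which also give the replicate numbers used as the block.

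The count column given for SiREV1#2 replicate 3 repeats that of replicate 2. It was counted once, so the fits on counts hold 8 libraries where 9 had been intended, and FPKM values hold all 9. Some added alternatives instead estimate the counts of replicate 3 from its FPKM or use the repeated column. Total counts per library are between 13059082 and 20166451. The spread between replicates is larger than counting noise alone at this depth. Adding the replicate number as a block lowered the biological coefficient of variation from 0.412 to 0.161 in the same 8 libraries. The block takes up the shift of replicate 1 in every group, and no fit separated that shift from the other replicate numbers.

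Counts were rounded and compared with edgeR 4.0.16 under R 4.3.3. Genes were kept by filterByExpr (14205 genes), scaled by TMM and tested by the quasi-likelihood F test in one fit of the 3 groups, with Benjamini-Hochberg adjustment and an adjusted p under 0.05. Standard errors are the absolute log2 fold change divided by the square root of F. CPM values use the TMM-scaled library sizes. The overlap of lists was tested with Fisher's exact test, and FPKM values of single genes with exact permutation tests. Genes named in the text are REV1, the 10 genes of Fig. 4C, RAD18, RPA2, PCNA, MAD2L2, REV3L, CCNE1, CCNA2, CDC6, and per comparison the 3 genes with the smallest p among those that passed, changed more than 2-fold and did not overlap between groups. The rule also named genes changed more than 2-fold by both siRNAs, of which there were 0 in the fit without a block.

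The tests, the alternatives and the rule on named genes were chosen before the data were examined, except where the text says otherwise. The alternatives were a replicate block, DESeq2 1.42.0 on all groups and on only the 2 groups compared, edgeR on only the 2 groups, upper-quartile scaling, total counts only, no filter (genes with at least 1 count), at least 10 counts in every sample, an absolute log2 fold change above 1, an adjusted p under 0.01, and leaving out each library. For single genes, limma 3.58.1 (limma-trend) was applied to log2(FPKM + 1) and log2(FPKM + 0.1). After seeing the data, further alternatives were added. They were the counts as deposited, counts of SiREV1#2 replicate 3 estimated from its FPKM, and that estimate together with the replicate block. Replicates 2 and 3 only were also fitted, again with that estimate. The others were limma-trend for the lists and with a replicate block, and DESeq2 on 2 groups with 9 count columns.

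Sites of the siRNAs and matches to bases 2 to 8 of their guide strands were found in transcripts of GENCODE release 29 on GRCh38. The authors' files carry no coordinates, so no positions of theirs were mixed with these. For each 7-base word, the mean log2 fold change of genes with the word in the longest annotated 3′ UTR was compared with that of genes without it, and coding sequences were those of the same transcript, over 13812 genes (97.2% of those tested), REV1 left out. The models and the word ranking were tested on simulated data with planted changes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest. The qPCR, protein, tissue and xenograft experiments were not analysed here.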

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

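The contrast between the 2 siRNAs, with and without the replicate block, and the ranks of the seed words of each siRNA were tests set in advance, and all other tests in this part, the adjustment and the split by replicate included, were chosen after the result was seen.

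SiREV1#1 and SiREV1#2 target the same gene, and 96 genes differed between them in the fit without a block, 35 higher and 61 lower after SiREV1#1. Under the replicate block 2503 genes differed. The difference was tested directly as a contrast of the 2 siRNAs. HNRNPA3 had a log2 difference of -2.33, ANKRD11 of 2.53 and MMGT1 of -3.08, each with an adjusted p of 0.0094 from edgeR, and REV1 itself differed by 0.07 (adjusted p = 0.97 from edgeR). Across 11288 genes the changes after the 2 siRNAs had a Spearman correlation of 0.047 from FPKM, where each library has its own column, so the repeated count column does not account for the low value. One siRNA's changes in replicate 1 and in replicates 2 and 3 correlated at 0.435 for SiREV1#1 and 0.507 for SiREV1#2, so noise between libraries does not account for it either. Without replicate 1, which includes the library with the lowest depth, the correlation between the siRNAs was 0.01, in replicate 1 alone it was 0.124, and after adjusting for 3′ UTR length and GC content it was 0.106. All correlations between the siRNAs given so far share scramble libraries. With separate scramble libraries for each siRNA they were 0.03, -0.079, -0.04 and 0.177, the last between SiREV1#2 in replicate 1 and SiREV1#1 in replicates 2 and 3.

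Genes whose 3′ UTR holds CAGGAAT, the 7-base match to the SiREV1#1 guide, had a mean log2 fold change that differed by -0.177 from that of genes without it after SiREV1#1 (2153 genes), rank 11 of 16384 words from the lowest, against rank 9927 after SiREV1#2. Genes with GGACGAC, the match to the SiREV1#2 guide, had a difference of -0.421 after SiREV1#2 (179 genes), rank 2, against rank 14803 after SiREV1#1. The scramble word TGTCACG gave -0.003 and -0.037. After adjusting for 3′ UTR length and GC content the ranks were 21 and 2. The differences were -0.161 and -0.420 in replicate 1 alone and -0.169 and -0.437 in replicates 2 and 3, so each holds within both sets of replicates. With matches in the coding sequence instead, GGACGAC had -0.361 after SiREV1#2 (1318 genes), rank 1 of 16384. CAGGAAT there had -0.128 after SiREV1#1 (2131 genes), rank 34. With 6-base matches in the 3′ UTR, AGGAAT had -0.208 after SiREV1#1 and GACGAC -0.304 after SiREV1#2, each rank 1 of 4096. Seed-dependent effects of each siRNA may therefore account for part of the genes that differ between them. The words follow from the siRNA sequences, but that they account for part of the differing genes is a hypothesis that was tested on these libraries only, and it leaves open how many genes of each list change through REV1. In their 3′ UTRs, HNRNPA3, RASSF3 and MAPKAPK2, the top genes after SiREV1#1, held 2, 1 and 2 CAGGAAT matches and 0 GGACGAC matches. MMGT1 held 0 CAGGAAT and 2 AGGAAT matches there. ANKRD11, which was lower after SiREV1#2, held 0 matches to either guide, though only 375 coding bases of it were searched.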

How the results depend on the processing

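Alternatives described as added were chosen after the data were seen, and no test of a cause was run in this part, beyond the values given for FAM81A.

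REV1 and SERTAD2 fell after both siRNAs under every alternative that was run, while the side of the threshold and, for SERTAD2, the size of the fall changed. Of the alternatives that moved a count of genes, the cause was not tested. With the replicate block the genes changed by SiREV1#1, by SiREV1#2, by both, by both more than 2-fold, and differing between the siRNAs numbered 1744, 271, 70, 14 and 2503. With DESeq2 they numbered 569, 216, 33, 6 and 878, and with DESeq2 on only the 2 groups 693, 119, 18, 5 and 287. With edgeR on only the 2 groups, 0 genes differed between the siRNAs, with 1210 at an unadjusted p under 0.05. With at least 10 counts in every sample, 3 genes changed after SiREV1#2. At an adjusted p under 0.01, 9 genes changed after SiREV1#1 and 13 differed. Other scalings and filters kept the counts within 1.5 times those of the fit without a block.

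Among the added alternatives, given in the same order, limma-trend gave 117, 56, 2, 2 and 590 genes on log2(FPKM + 1) and 120, 52, 2, 2 and 593 on log2(FPKM + 0.1). With the replicate block it gave 2201, 1223, 280, 7 and 4373. The counts as deposited gave 143, 69, 6, 3 and 718, and replicate 3 estimated from FPKM gave 130, 48, 4, 2 and 655. That estimate with the replicate block gave 2536, 1728, 465, 32 and 4729. Replicates 2 and 3 only, with replicate 3 of SiREV1#2 estimated from FPKM, gave 6949, 6808, 3913, 74 and 8814. These replicates lie close together, so passing in that fit, here and below, does not cover the spread of replicate 1. DESeq2 on 2 groups gave 693, 605, 80, 11 and 1276 with the counts as deposited, and 693, 573, 75, 11 and 1201 with replicate 3 estimated.

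Across the fits that each left out one library, the genes changed by SiREV1#1 ranged from 0 to 35 and those that differed from 0 to 93. Leaving out a SiREV1#2 library leaves 1 in that group, so no call was made for it there, and SiREV1#2 replicate 3 has no counts of its own to leave out.

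REV1 after SiREV1#1 had a log2 fold change of -1.26 with only the 2 groups (adjusted p = 0.062 from edgeR) and -1.27 with no filter (adjusted p = 0.074 from edgeR), so it no longer passed there. With one library left out it ranged from -1.335 to -1.203 and passed in 0 of the 8 fits, with adjusted p from 0.067 to 0.38 from edgeR. REV1 after SiREV1#2 passed the threshold with the replicate block (-1.265), DESeq2 (-1.31), DESeq2 on only the 2 groups (-1.315), and limma-trend on log2(FPKM + 1) (-1.01) and log2(FPKM + 0.1) (-1.19). It also passed in all added alternatives, with -1.01 for limma-trend with the replicate block, -1.34 for the counts as deposited, -1.37 for replicate 3 estimated, -1.365 for that estimate with the replicate block, -1.455 for replicates 2 and 3 only, and -1.33 and -1.355 for DESeq2 on 2 groups. Its adjusted p ranged from 2.8e-10 to 0.83 over the alternatives set in advance, and that of SiREV1#1 from 2.8e-12 to 0.38.

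SERTAD2 passed the threshold with the replicate block, at -1.16 and -1.42 after SiREV1#1 and SiREV1#2. It also passed in 3 added alternatives, limma-trend with the replicate block (-1.15 and -1.285), replicate 3 estimated with the replicate block (-1.16 and -1.39) and replicates 2 and 3 only (-1.32 and -1.345). With one library left out it ranged from -1.61 to -0.937 and from -2.773 to -0.956. Over the alternatives set in advance its adjusted p ranged from 0.0053 to 1 and from 0.018 to 1. The passenger-strand seed words, in place of the guide words, gave differences of -0.082 and -0.006 and left the lowest 1% of words.

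Some named genes reversed, among them FAM81A, a gene of Fig. 4C with -1.08 and -0.80 in the fit without a block. FAM81A ranged from -1.82 to 0.035 and from -2.88 to 0.32 with one library left out, after SiREV1#1 and SiREV1#2. It reversed with scramble replicate 1 left out (32.3 CPM, against 7.34 and 7.03 in replicates 2 and 3) while replicate 1 of the siRNAs stayed in (13.4 and 15.8 CPM). With both sides balanced it had -0.903 and -1.253 with the replicate block and -0.701 and -1.651 with replicates 2 and 3 only, so the reversal goes with the unbalanced replicate 1. For the other genes, except CDC6 after SiREV1#2, the cause was not tested. PCNA ranged from -0.60 to 0.007 and from -1.42 to 0.39, and had 0.031 after SiREV1#1 with replicates 2 and 3 only. CCNE1 after SiREV1#1 ranged from -0.57 to 0.58 and had 0.061 with replicates 2 and 3 only. REV3L ranged from -0.34 to 0.33 and from -0.74 to 0.73. After SiREV1#1, REV3L had 0.051 with the replicate block, 0.005 with DESeq2, 0.0 with only the 2 groups, 0.006 with DESeq2 on only the 2 groups in all 3 forms, 0.024 with upper-quartile scaling and 0.048 with replicate 3 estimated and the replicate block. CDC6 ranged from -1.58 to 0.11 and from -1.44 to 0.83. After SiREV1#2 it had 0.057 in the fit without a block, where SiREV1#2 lacks counts of replicate 3. Scramble held 46.2 CPM in replicate 1 and 14.9 and 14.6 in replicates 2 and 3. SiREV1#2 held 43.2 CPM in replicate 1 and 9.26 in replicate 2. CDC6 was lower in 3 of 3 same-numbered pairs, and the values that follow, from comparisons balanced in replicate 1, are negative. This reversal therefore goes with the unbalanced replicate 1. After SiREV1#2, CDC6 had -0.36 with the replicate block, -0.41 and -0.49 with limma-trend on log2(FPKM + 1) and log2(FPKM + 0.1), -0.41 with limma-trend and the replicate block, -0.296 with the counts as deposited, -0.301 with replicate 3 estimated, -0.47 for that estimate with the replicate block, -0.69 with replicates 2 and 3 only, and -0.28 and -0.29 with DESeq2 on 2 groups. Over all 44 results for the other named genes, 1100 values under alternatives gave 883 unchanged in direction and side of the threshold, 16 no longer past it, 148 newly past it, 35 reversed and 18 moved without a test.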

Differences from the paper's values

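The paper reports 582 genes changed by SiREV1#1, and the fit without a block gave 42. Of the alternatives set before the data were examined, DESeq2 on all groups (569 genes) and DESeq2 on only the 2 groups compared (693 genes) came within 1.5 times the paper's number. The replicate block (1744 genes) and the other alternatives, from 0 to 47 genes, did not. The paper's text states no fold limit for its lists. Of the 1744 genes, 597 changed more than 2-fold, a comparison made after the values were seen. With the same limit, replicate 3 estimated with the replicate block left 645 genes, DESeq2 249 and DESeq2 on only the 2 groups 294.

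The paper reports 475 genes changed by SiREV1#2, and the fit without a block gave 0, with 778 at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed the gap, and the nearest were the replicate block with 271 genes, DESeq2 with 216 and DESeq2 on only the 2 groups with 119. DESeq2 on only the 2 groups gave 605 genes with the count columns as deposited and 573 with replicate 3 estimated from FPKM. Both were chosen after seeing the values. With a 2-fold limit, also chosen then, the replicate block left 208 genes and replicate 3 estimated with the block left 466. The limit left 222 and 208 genes in these 2 forms of DESeq2.

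The paper reports 55 genes shared by both lists, and the fit without a block gave 0, with 185 at an unadjusted p under 0.05 in both. The replicate block gave 70 shared genes, within 1.5 times the paper's number, of which 49 changed in the same direction. DESeq2 gave 33 and DESeq2 on only the 2 groups 18. DESeq2 on only the 2 groups gave 80 with the count columns as deposited and 75 with replicate 3 estimated from FPKM. Both were chosen after seeing the values. Changed more than 2-fold by both siRNAs were 14 genes with the replicate block and 32 with replicate 3 estimated and the block. Both numbers are below the paper's.

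The paper selects 10 genes as the most deregulated of those changed more than 2-fold by both siRNAs. In the fit without a block 0 of the 10 passed for either siRNA, with 7 and 6 at an unadjusted p under 0.05, and FAM81A changed less than 2-fold after SiREV1#2, with a log2 fold change of -0.80. In edgeR FAM81A had -1.23 after SiREV1#2 with the counts as deposited and -1.20 with replicate 3 estimated from FPKM, and in these fits, as in DESeq2 on 2 groups with either form of replicate 3, all 10 genes changed more than 2-fold for both siRNAs. These alternatives were chosen after seeing the values. Over the alternatives other than leaving out a library, the number changed more than 2-fold for both lay between 3 and 10. SERTAD2, YY2, LMBR1L and DDAH1 passed for both siRNAs with the replicate block, YY2, LMBR1L and PTPN20 with DESeq2, and YY2, LMBR1L and TOR2A with DESeq2 on only the 2 groups. Among alternatives chosen after seeing the values, 9 passed for both siRNAs with replicate 3 estimated from FPKM and the replicate block. All 10 passed with replicates 2 and 3 only. These replicates lie close together, so that fit does not cover the spread of replicate 1. With limma-trend and the replicate block 7 passed, with DESeq2 on 2 groups and either form of replicate 3 it was 5, and with the counts as deposited in edgeR LMBR1L alone passed. For 1 siRNA only, limma-trend on log2(FPKM + 1) called 1 of the 10 after SiREV1#2, and replicate 3 estimated from FPKM without a block called 1 after SiREV1#1. In the fit without a block DHRS2, the highest of the 10, ranked 9 of 14205 genes, called or not, by the smaller of its 2 absolute log2 fold changes, with genes whose 2 changes differed in sign placed last. Among the 49 genes changed in the same direction by both siRNAs with the replicate block, YY2 ranked 3, SERTAD2 7, DDAH1 8 and LMBR1L 14 by the same measure. With replicate 3 estimated and the replicate block, DHRS2 ranked 2 of 287 and FAM81A, the lowest of the 9 that passed, 47.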

Other observations

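All tests in this part were chosen after the result was seen, except the fits of the named genes in the last paragraph.

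Replicate 1 lay apart from replicates 2 and 3 in every group. The split does not follow the siRNA, so no biological explanation was tested. Among genes with a mean FPKM over 10, at least 18.69% in each group were still more than 2-fold apart, which read depth does not account for. After centring on the median, so that a few genes taking most of the counts cannot shift the rest, at least 21.93% were. 3′ UTR length and GC content held at most 7.03% of the variance. A batch that the replicate number follows remains a candidate explanation, and the shifts of the 3 groups correlated between 0.759 and 0.914 across genes. The paper states that its in vitro experiments were done 3 times independently. Neither it nor the labels say which libraries were prepared together, so no batch could be tested.

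Of the 4 splits of the 6 scramble and SiREV1#1 libraries that part all 3 same-numbered pairs, 1, the real one, gave as many genes as the real split, both without a block (42 genes) and with the replicate block (1744 genes). The other 3 gave 0 in both fits. The remaining 6 of the 10 splits part 1 pair each and gave 0 without a block. With 4 splits the share is never under 0.05. SiREV1#2 has 2 libraries with counts, and its splits were not counted.

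Genes that fall after both siRNAs may include some that hold seed matches to both guides. Of the genes other than REV1 that fell after both in the replicate block fit, 18 are among the 13812 with annotated sequences, and 11 of them held a 6-base match to each guide in the 3′ UTR or coding sequence, against a mean of 2.90 in 10000 random lists matched on length. The number lay above that of 100% of the lists. Of 111636 pairs of other 6-base words with the same number of G and C and a similar frequency, 0% occurred together in as many of the 18 genes, so the base composition of the words does not account for it. Among 29 genes that rose after both siRNAs, 3 held both matches, against a mean of 4.41. The length set in advance for the ranks of words was 7 bases. With 7-base matches, 3 of the 18 genes held both in the 3′ UTR or coding sequence, reached by 1.87% of 10000 lists. In the 3′ UTR alone 0 did, where the mean over lists was 0.05, so that count could show nothing. The added alternative with replicate 3 estimated and the replicate block gave 130 falling genes. Of these, 16 held both 7-base matches, against a mean of 4.65, reached by 0 of 10000 lists. In the 3′ UTR alone 1 did, reached by 40.44% of lists. Without the genes of Fig. 4C, 9 of 16 falling genes of the replicate block fit held both 6-base matches, reached by 1 of 10000 lists. The 6-base criterion and the inclusion of the coding sequence were chosen after the matches in the genes of Fig. 4C had been seen.

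Of the 5 falling genes of Fig. 4C, 4 held both matches, a number reached by 0.09% of 10000 random lists, and of the 5 rising genes 0 did. The criterion was chosen on these same genes, so this share is not informative. At 7 bases 1 of the 5 held both, reached by 12.92% of lists. SERTAD2 holds 4 matches of 6 bases to the SiREV1#1 guide in its 3′ UTR. It holds 1 match of 7 bases to the SiREV1#2 guide in its coding sequence, and 0 matches of 7 bases to either guide in its 3′ UTR. Across genes, the 6-base match in the 3′ UTR went with a difference of -0.208 after SiREV1#1. The 7-base match in the coding sequence went with a difference of -0.361 after SiREV1#2. These libraries could not separate a seed effect of each siRNA on SERTAD2 RNA from an effect of REV1, and no test here shows such an effect on SERTAD2. A seed effect would not explain the fall of SERTAD2 that the paper reports after the inhibitor JH-RE-06, which holds no siRNA. Nor would a seed effect of the REV1 siRNAs explain the rise of SERTAD2 that it reports after REV1 overexpression. No test here bears on either experiment.

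Other genes the paper names were measured in the same fit. RAD18 had a log2 fold change of -0.72 after SiREV1#1 (adjusted p = 0.55 from edgeR) and -0.49 after SiREV1#2 (adjusted p = 1 from edgeR), and was lower in 3 of 3 pairs for each. With the replicate block these were -0.72 (adjusted p = 0.016 from edgeR) and -0.43 (adjusted p = 0.22 from edgeR), and over the alternatives set in advance the adjusted p ranged from 0.016 to 1 and from 0.22 to 1. RPA2 had -0.17 and 0.47, PCNA -0.43 and -0.25, MAD2L2 -0.18 and 0.14, and REV3L -0.001 and 0.18. Of the E2F response genes, CCNE1 had -0.04 and -0.84, CCNA2 -0.12 and -0.25, and CDC6 -0.67 and 0.06. None of these genes had an adjusted p under 0.05 in the fit without a block. RPA2 after SiREV1#2 had an unadjusted p of 0.032 from edgeR. It was higher in 3 of 3 pairs, with groups that did not overlap in FPKM, which chance gives for 10% of genes. With the replicate block it had 0.422 (adjusted p = 0.17 from edgeR). Among added alternatives it had 0.467 with replicate 3 estimated and the block (adjusted p = 0.027 from edgeR). RPA2 had 0.448 with replicates 2 and 3 only (adjusted p = 0.00081 from edgeR) and 0.409 with limma-trend and the block (adjusted p = 0.056 from limma). The fit of replicates 2 and 3 rests on libraries that lie close together and does not cover the spread of replicate 1. CCNE1 after SiREV1#2 had -0.955 with the replicate block (adjusted p = 0.074 from edgeR, and from 0.074 to 1 over the alternatives set in advance) and was lower in 3 of 3 pairs, with groups that did not overlap in FPKM, which chance gives for 10% of genes. In added alternatives it had -0.837 with replicate 3 estimated and the block (adjusted p = 0.023 from edgeR) and -0.752 with limma-trend and the block (adjusted p = 0.039 from limma). CDC6 after SiREV1#2 had -0.363 with the replicate block (adjusted p = 0.33 from edgeR, and from 0.33 to 1 over the alternatives set in advance) and was lower in 3 of 3 pairs. CDC6 after SiREV1#1 had -0.73 with the replicate block (adjusted p = 0.022 from edgeR), and over the alternatives set in advance its adjusted p ranged from 0.022 to 1.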
